A study of Mus musculus with 2 samples. Its data were reported in "Mechanisms of gene regulation by SRCAP and H2A.Z" (2026).

How the data were processed

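CUT&RUN was performed in SYAT mouse embryonic stem cells (mESCs) with an antibody against GFP in 1 library and an antibody against SRCAP in 1 other. Per the labels, 100000 cells per library were fixed in 0.1% formaldehyde for 5 min, nuclei were bound to concanavalin A beads, the antibody was diluted 50-fold, and libraries selected for inserts of 250 bp were sequenced as paired reads of 75 nt. The labels do not give the treatment of the individual libraries, but the study describes its CUT&RUN map as made in control SYAT cells, which were kept in auxinole to prevent basal degradation of SRCAP. The libraries were grouped by antibody as their titles state it. The methods text of the study names only the SRCAP antibody for CUT&RUN and the GFP antibody for CUT&Tag, so the assay of the GFP library is known from its labels alone.

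The authors deposited 1 peak list per library, with the start, end, name and score of each peak, and the peak names carry the name of the caller MACS2 and of a single library, so peaks were called per library and not on pooled reads. The coordinates are the authors' own. Their build was taken from the values: ends on chromosome 1 lay beyond that chromosome's length in GRCm39, ends on chromosome Y lay beyond its length in mm9, and all ends lay within GRCm38 (mm10). No processing was described for CUT&RUN specifically. The study's reporting summary gives a ChIP-seq section, whose antibody list includes the SRCAP antibody for CUT&RUN, with mapping by STAR, removal of duplicates and MACS2 calling of paired fragments against an input at a q-value of 0.05. Whether the deposited lists were made that way, and with which control, was not stated: their minimum score matches that q-value, while both lists hold 3 mitochondrial peaks although the ChIP-seq methods describe removal of mitochondrial reads. These choices decide which peaks are listed, since calling without a matched control would let regions of high read density, such as repeats or chromosomes present in more copies, pass as peaks. Blacklisted regions were not removed here, and a control antibody was not analysed.

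The score in the deposited lists is a whole number per peak with a minimum of 13 in both lists, the value that 10 times -log10 of 0.05 gives when cut to a whole number, but its meaning was not stated. It is the authors' own value, its relation to read depth is not known, and it was used to describe, rank or filter peaks within a list, to correlate pairs of overlapping peaks and, in the closing section, to compare chromosomes within a list. The lists hold no read counts, so the depth of the libraries is unknown. Peak summits were not used here, and each peak was placed at its midpoint.

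Peaks were called shared when they overlapped a peak of the other list by at least 1 bp. Overlaps computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 were checked against bedtools 2.31.1, which gave the same 16138 and 16248 peaks. The shared percentage was set against 1000 random placements of the other list, in which each peak kept its chromosome and width and assembly gaps were excluded. Promoters were the windows from 1 kb upstream to 500 bp downstream of the transcription start site (TSS) of any of 141767 GENCODE vM21 transcripts on GRCm38, and a peak was counted by its midpoint. A midpoint in several features was assigned in the order promoter, coding exon, UTR, other exon, intron, intergenic, with 100 placements as the reference. Gene classes were fixed by gene symbol as ribosomal proteins (Rpl, Rps), proteasome subunits (Psma to Psmg), developmental regulators (Hox, Pax, Lhx, Nkx, Gata, Tbx, Fox) and olfactory receptors (Olfr). Symbols alone decided membership, so the class named proteasome subunits is not limited to subunits of the proteasome itself. GC content and the observed over expected CpG ratio were computed in windows of 500 bp at the midpoint, with 1000000 windows drawn evenly over the sequenced bases as the reference in place of the placements first planned. Exact consensus sequences of 8 motifs were searched on both strands in windows of 200 bp, and the reference was the share in random windows of the same GC content, in 25 GC bins.

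Percentages carry 95% Wilson intervals (scipy 1.17.1), which cover counting error only, since peaks and genes are not independent replicates. Each antibody had 1 library, so no significance test was made between antibodies and no p-value is given. Peaks found with 1 antibody only were compared through counting intervals and, in the closing section, after weighting to the same width or GC content. Plots were drawn with matplotlib 3.10.9. The overlap, promoter and motif steps were tested on simulated data. In a simulated SRCAP list of 28164 peaks set to overlap at 40.0%, the recovered share was 40.6%, unrelated lists of that size gave a fold of 0.965 over placements, a simulated GFP list of 28715 peaks set to a promoter share of 28.7% gave 28.6%, and a consensus planted in 10.0% of 20000 windows was found in 10.0%.

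The comparisons, the alternatives and the rule for naming genes were fixed before the data were examined. The rule named Srcap, genes discussed in the study as affected by SRCAP loss or as pluripotency factors (Gata3, Gata6, Bmp4, Meis1, Lefty2, Nanog, Myc, Trim28, Zfp42, Pou5f1 and Sox2), the 3 peaks of highest score in each list and the 3 of highest score in each list without overlap in the other. The alternatives were other rules for overlap (reciprocal overlap of at least 50%, midpoints at most 200 bp apart, peaks at most 500 bp apart), a stricter threshold (peaks at or above the median score of each list), lists of equal size, other placements, autosomes alone, merging of peaks under 500 bp apart, ranking by width, other promoter windows (1 kb or 2500 bp either side of the TSS), TSSs of protein-coding transcripts alone, any overlap with the promoter window, windows of 200 or 500 bp for sequence, and random windows not matched on GC. Lists of equal size were the 14632 peaks of highest score in each list. Removal of peaks scoring over 1000 together with the mitochondrial chromosome, removal of chromosome 8, and promoter shares of peaks at or above the median score with sharing defined by the full lists were added after the data were seen.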

Results

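SRCAP is the catalytic subunit of a chromatin remodelling complex that exchanges histone H2A for the variant H2A.Z. Its genomic location was mapped by CUT&RUN, in which a nuclease tethered to an antibody releases the DNA fragments next to the bound protein. The cells were SYAT mESCs, a CGR8 line in which the yellow fluorescent protein YPet and an auxin-inducible degron (AID) are fused to SRCAP from both alleles and the receptor OsTir1 is expressed. The GFP antibody binds the YPet tag and the SRCAP antibody binds the protein itself, so the comparison asked whether both routes to the same protein gave the same peaks. The library labels name both antibodies for CUT&RUN, whereas the methods text of the study describes CUT&RUN with the SRCAP antibody and names the GFP antibody for the related assay CUT&Tag, so the comparison rests on the label of the GFP library. There was 1 library per antibody and there were no replicates, and depth is unknown because the lists hold no read counts. Differences between antibodies therefore have no replicate check.

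The GFP antibody list held 28718 peaks with a median width of 301 bp, which together covered 10.3 Mb or 0.390% of the sequenced genome. The SRCAP antibody list held 28167 narrower peaks, with a median width of 258 bp and a covered length of 8.51 Mb (0.321%). A supplementary figure of the study gives a larger number of SRCAP peaks than either list holds. How these lists relate to the peak set of that figure is not known. The authors' peak score had a median of 47 in both lists, with a maximum of 265906 in the GFP list and 249107 in the SRCAP list. Of the GFP peaks, 43 scored over 1000 and held 27.5% of the summed score. In the SRCAP list, 51 such peaks held 28.0%. Keeping peaks at or above the median score of each list left 14733 and 14632 peaks and moved these values most, to median widths of 377 and 309 bp.

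Of the GFP peaks, 16138 overlapped a SRCAP peak (56.2%, 95% CI 55.6 to 56.8). Of the SRCAP peaks, 16248 overlapped a GFP peak (57.7%, 95% CI 57.1 to 58.3). Random placements of the other list gave a mean of 0.815% for the GFP list, with a range of 0.648 to 0.972% over 1000 placements, so the observed overlap was 69.0-fold higher. For the SRCAP list the mean was 0.833% (range 0.660 to 1.01%) and the fold was 69.2. Placements that kept promoter peaks at promoters gave lower folds of 28.2 and 28.4. Neither kind of placement reproduces background common to both libraries, and no control antibody was analysed. The overlap and its folds therefore do not separate binding to the same protein from such background. Among the overlap rules, a reciprocal overlap of at least 50% moved the shared percentage most, to 42.5% of GFP peaks and 43.3% of SRCAP peaks.

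Sharing rose with peak score. In the GFP list, 28.6% of the peaks in the lowest score quartile were shared (95% CI 27.6 to 29.6), then 45.5%, 64.7% and, in the highest quartile, 88.9% (88.1 to 89.6). In the SRCAP list the share rose from 30.4% (29.4 to 31.5) over 50.4% and 67.6% to 85.4% (84.5 to 86.2). The intervals of neighbouring quartiles did not overlap in either list. Ranking by width gave a flatter rise, from 32.3 to 82.7% in the GFP list and from 32.6 to 85.4% in the SRCAP list.

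**Figure D1:**
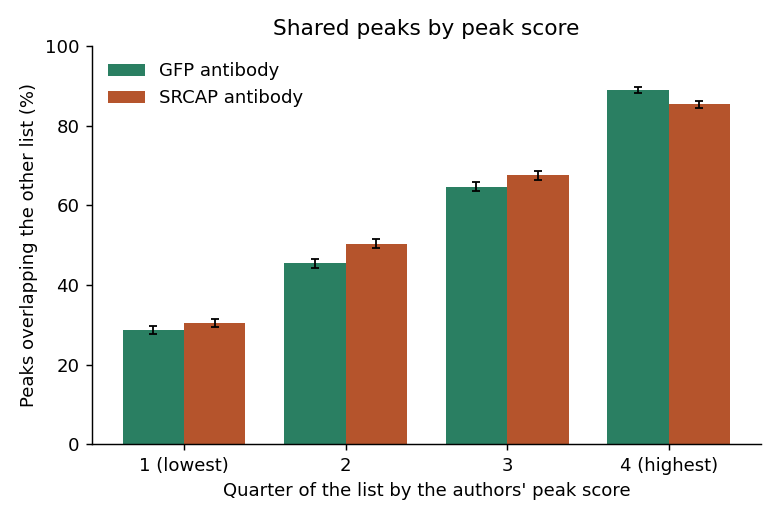
Percentage of peaks that overlapped the other list (y axis) in each quartile of the authors' peak score (x axis) for the GFP and SRCAP antibody lists. Bars are 1 library each and error bars are 95% Wilson intervals. The share rose from 28.6 to 88.9% in the GFP list and from 30.4 to 85.4% in the SRCAP list.

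Across 15843 pairs of peaks that overlapped 1 to 1, the scores of both lists were correlated with a Spearman rho of 0.533 and a Pearson r of 0.635 on the log scale. This is a correlation across peaks, which are not independent replicates. At promoters (5764 pairs) rho was 0.555 and r was 0.617, and elsewhere (10079 pairs) rho was 0.515 and r was 0.641. Without the peaks scoring over 1000 and the mitochondrial chromosome, an alternative chosen after the data were seen, r was 0.583.

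The study asks where SRCAP lies relative to promoters. Of the GFP peaks, 8718 had their midpoint in a promoter window (30.4%, 95% CI 29.8 to 30.9), 6.14-fold above the 4.95% of randomly placed peaks. Of the SRCAP peaks, 8775 did (31.2%, 30.6 to 31.7), 6.29-fold above placements. Intronic midpoints made up 32.6% of GFP and 32.1% of SRCAP peaks, and intergenic midpoints 32.7% and 32.1%, all below the placed shares of 41.3 to 50.0%. Coding exons held 1.58% of GFP and 1.76% of SRCAP peaks. Widening the window to 2500 bp either side of the TSS raised the promoter shares most, to 41.5% and 41.7%, and TSSs of protein-coding transcripts alone gave the highest folds, 12.0 and 12.4.

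Shared peaks lay at promoters more often than peaks found with 1 antibody. Of the shared peaks, 36.5% were at promoters in either list (95% CI 35.7 to 37.2 in both), against 22.5% (21.8 to 23.3) of peaks found with the GFP antibody only and 23.9% (23.2 to 24.7) of peaks found with the SRCAP antibody only. Shared peaks also scored higher. Among peaks at or above the median score of their list, with sharing still defined by the full lists (a comparison chosen after the data were seen), 37.9% of shared GFP peaks (95% CI 37.0 to 38.8) and 39.2% of shared SRCAP peaks (38.3 to 40.1) were at promoters, against 22.9% of GFP-only (21.6 to 24.3) and 27.1% of SRCAP-only peaks (25.7 to 28.5).

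Of 21951 protein-coding genes, 7683 had a promoter peak with the GFP antibody (35.0%) and 7825 with the SRCAP antibody (35.6%). Both lists had a promoter peak at 5931 genes, 2.17-fold more than the 2739 that independent lists of these sizes would share. These were 77.2% of the genes in the GFP list and 75.8% of those in the SRCAP list. At or above the median score, 4865 and 5159 genes had a promoter peak, 3507 of them in both lists.

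Promoter peaks were compared between gene classes that stand for housekeeping, developmental and silent genes, because the study separates active from bivalent TSSs, those that carry both activating and repressive histone marks. Proteasome subunit genes had a promoter peak at 33 of 50 genes in each list (66%, 95% CI 52.2 to 77.6). Ribosomal protein genes had one at 42 of 80 with the GFP antibody (52.5%, 41.7 to 63.1) and at 38 of 80 with the SRCAP antibody (47.5%, 36.9 to 58.3). Of 133 developmental regulators, 21 had a promoter peak in the GFP list (15.8%, 10.6 to 22.9) and 31 in the SRCAP list (23.3%, 16.9 to 31.2), below all protein-coding genes in both lists by more than the counting error. The intervals of the developmental regulators overlapped between antibodies. Olfactory receptor genes had a promoter peak at 3 and 4 of 1093 genes (0.274% and 0.366%). At or above the median score, the shares of developmental regulators were 6.02% and 6.77%, against 22.2% and 23.5% of all protein-coding genes.

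**Figure D2:**
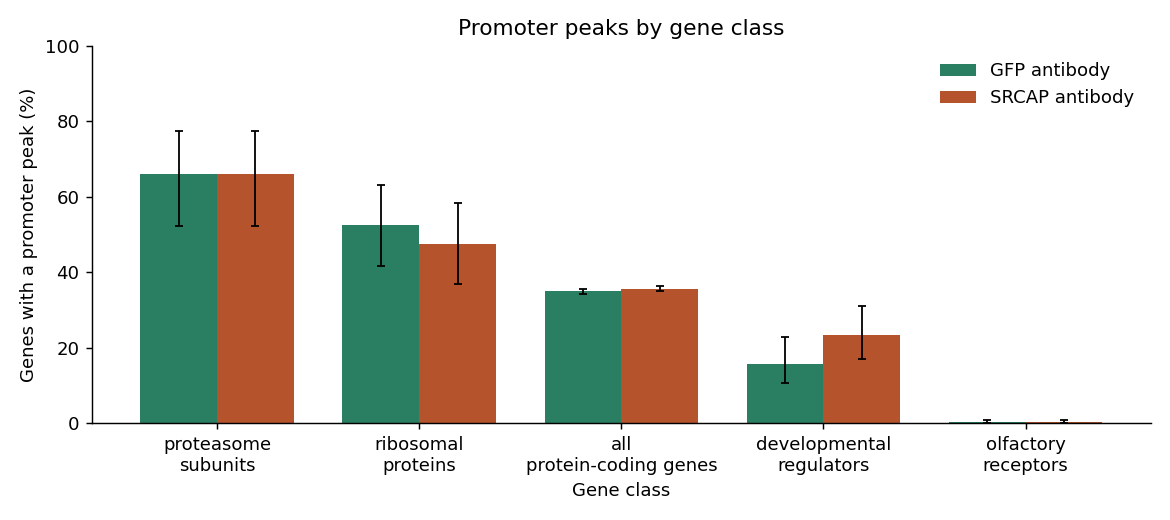
Percentage of genes with a promoter peak (y axis) in each gene class (x axis) for the GFP and SRCAP antibody lists. Bars are 1 library each and error bars are 95% Wilson intervals. Proteasome subunit genes stood highest at 66% and olfactory receptor genes lowest at 0.274 and 0.366%.

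Within 1 kb of a TSS there were 9434 GFP peaks and 9416 SRCAP peaks. Their midpoints lay mostly upstream, with a median of -63 bp for the GFP antibody (interquartile range -235 to 90 bp) and -50 bp for the SRCAP antibody (-187 to 67 bp). Midpoints downstream of the TSS made up 38.7% of GFP peaks (95% CI 37.7 to 39.7) and 37.3% of SRCAP peaks (36.3 to 38.2). Against TSSs of protein-coding transcripts alone the medians moved to -106 and -73 bp.

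**Figure D3:**
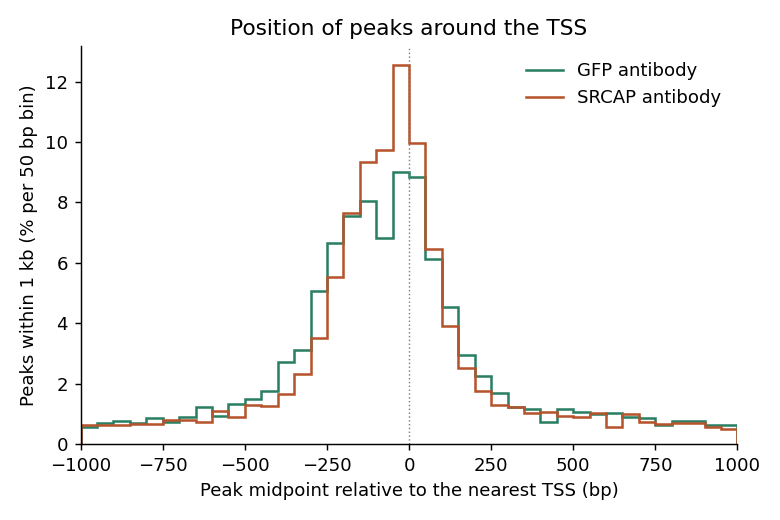
Peak midpoints relative to the nearest TSS (x axis, bp, negative values upstream) as a percentage of the peaks within 1 kb in each 50 bp bin (y axis) for the GFP and SRCAP antibody lists. Both distributions are centred just upstream of the TSS, with medians of -63 and -50 bp.

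Peaks were richer in GC and CpG than random windows. The median GC content was 51.2% and 51.4% in shared peaks of the GFP and SRCAP lists, 48.4% in GFP-only peaks and 50.2% in SRCAP-only peaks, against 41.4% in random windows. The median CpG ratio was 0.338 in shared peaks of both lists, 0.271 in GFP-only and 0.282 in SRCAP-only peaks, against 0.153. A window of 200 bp moved these values most for SRCAP-only peaks, to a GC content of 51.5%.

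The study asks where transcription factors and SRCAP meet, and 8 consensus motifs were counted in 200 bp windows. The share of windows with the motif lay above that of GC-matched random windows, with the 95% interval clear of it, for 7 of the 8 motifs in shared peaks of each list, for 6 in GFP-only peaks and for 8 in SRCAP-only peaks. YY1 was above random in SRCAP-only but not in GFP-only peaks. Its folds were nearly equal, 2.03 on 9 SRCAP-only and 2.05 on 5 GFP-only peaks, so it shows no difference between these classes. The exception in shared peaks was ESRRB, with folds of 0.970 and 1.06 over GC-matched windows. The ZNF143 consensus was found in 0.644% of shared GFP peaks and 0.597% of shared SRCAP peaks, 21.5-fold and 18.2-fold above GC-matched windows. Its folds depended on the reference, at 16.1 and 15.4 in 500 bp windows. Over random windows not matched on GC they were 47.4 and 43.9. NFY was found in 3.14% and 3.36% of shared peaks but in 1.23% and 1.27% of GFP-only and SRCAP-only peaks. CTCF (CCNNNAGGGGGC) was most frequent in SRCAP-only peaks, at 2.19% (95% CI 1.94 to 2.47), against 1.03% (0.871 to 1.23) in GFP-only peaks. NRF1 (GCGCATGCGC) was found in 50 SRCAP-only peaks (0.419%, 0.318 to 0.553) and in 5 GFP-only peaks (0.0397%, 0.0170 to 0.0930). The OCT4-SOX2 consensus rested on 11 shared peaks in each list, which limits its precision. In 500 bp windows the number of motifs above random rose from 6 to 8 in GFP-only peaks. For CTCF and NRF1 the differences between SRCAP-only and GFP-only peaks were smaller in proportion there. CTCF was in 3.94% (3.61 to 4.31) against 2.83% (2.55 to 3.13), a ratio of 1.39 where 200 bp windows gave 2.12. NRF1 was in 0.822% against 0.159%, a ratio of 5.17 where 200 bp windows gave 10.6. ZNF143 went the other way, in 0.254% of GFP-only and 0.151% of SRCAP-only peaks at 200 bp, and 0.533% and 0.310% at 500 bp. Its folds over GC-matched 200 bp windows were 11.1 (7.90 to 15.7) and 4.99 (3.16 to 7.89). ESRRB was also more frequent in GFP-only peaks in both windows, as were NFY and ETS at 500 bp. The intervals of these shares overlapped between the lists.

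Srcap itself (chromosome 7, 127511983 to 127561219, GRCm38) had a promoter peak in both lists, at 127511164 to 127511932 with the GFP antibody (score 81) and at 127511808 to 127511981 with the SRCAP antibody (score 26), and these overlapped. The Zfp42 promoter on chromosome 8, where peaks were denser than on the other autosomes, had overlapping peaks at 43306971 to 43307366 (GFP, score 88) and 43306956 to 43307225 (SRCAP, score 101). Gata3 (chromosome 2) had a promoter peak in each list, but at different TSSs. The GFP peak at 9879143 to 9879877 overlapped a SRCAP peak at 9879606 to 9879764 whose midpoint fell outside the promoter window, and the SRCAP peak at 9889558 to 9889923 had no GFP counterpart. At Trim28 (chromosome 7), promoter peaks at 13023222 to 13023519 and 13024084 to 13024395 were in the SRCAP list only, and an intronic peak near 13014233 was in both. Meis1 (chromosome 11) had 4 intronic peaks in each list and none at its promoter, the strongest at 18957574 to 18958188 (GFP, score 200) and 18957527 to 18958026 (SRCAP, score 150). The Meis1 peaks of the GFP list at 18945934 to 18946180 and 19007844 to 19008159 had no SRCAP counterpart. Those of the SRCAP list at 18973300 to 18973608 and 19002944 to 19003142 had no GFP counterpart. Nanog (chromosome 6) had 1 intronic GFP peak at 122710106 to 122710283 with a score of 17, near the minimum of the list, and no SRCAP peak. No peak of either list lay in the gene or promoter of Gata6, Bmp4, Lefty2, Myc, Pou5f1 or Sox2.

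The 3 peaks of highest score were at the same places in both lists. They lay in a coding exon of Gm10800 (chromosome 2, 98666272 to 98667328 in the GFP list), in an intron of Gm21738 (chromosome 14, 19415723 to 19419419) and in an intron of Gm33838 (chromosome 9, 35305223 to 35305590), and repeat-masked sequence made up 83.3%, 84.3% and 94.0% of them. Regions blacklisted for artefactual signal were not removed here. The study's methods for ChIP-seq and CUT&Tag describe leaving out such regions at peak calling. Whether the authors did so for these CUT&RUN lists was not stated. The strongest GFP peaks without a SRCAP counterpart were intergenic, on chromosome Y (90724312 to 90724603, score 392), chromosome 16 (89192416 to 89192618, score 295) and chromosome 4 (145777655 to 145777903, score 238). The strongest SRCAP peaks without a GFP counterpart lay between genes on chromosome 6 (49236456 to 49236615, score 1125), in an intron of Gm26561 on chromosome 17 (70963671 to 70963876, score 850) and between genes on chromosome 10 (130594748 to 130594992, score 655).

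Peak density differed between chromosomes. Chromosome 8 held 20.3 GFP peaks and 23.6 SRCAP peaks per Mb of sequence, against 11.3 and 10.97 per Mb over the other 18 autosomes, of which chromosome 11 had the most, with 17.7 and 17.4. Chromosome X held 2.42 GFP and 1.55 SRCAP peaks per Mb.

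**Figure D4:**
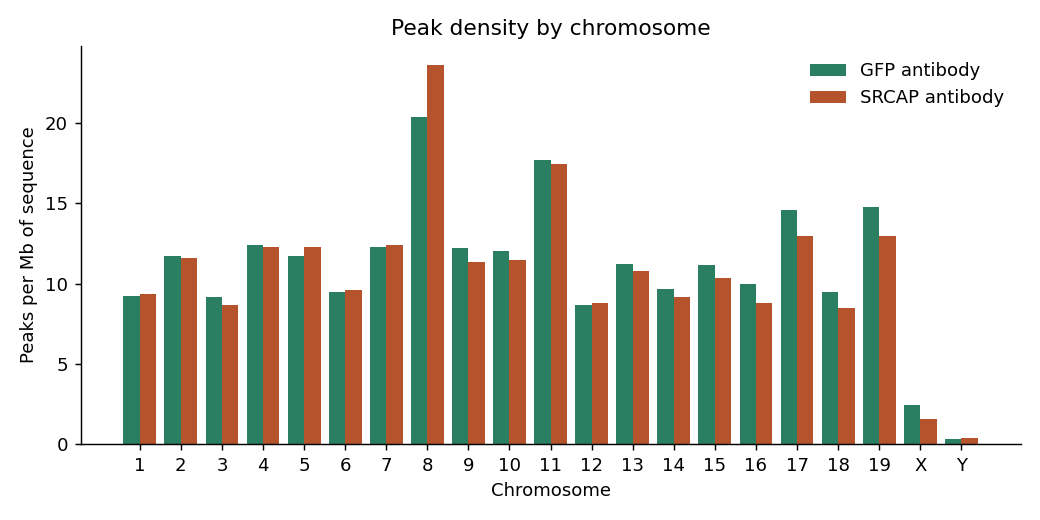
Peaks per Mb of sequence (y axis) on each nuclear chromosome (x axis) for the GFP and SRCAP antibody lists, 1 library each. Chromosome 8 stood highest, at 20.3 and 23.6 peaks per Mb, and chromosome X had 2.42 and 1.55.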

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

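The alternatives were fixed before the data were examined, except the removal of peaks scoring over 1000 with the mitochondrial chromosome, the removal of chromosome 8 and the stricter threshold with sharing defined by the full lists, which were chosen after seeing the data. No paired analysis was possible because each antibody had 1 library. Of 182 values of the comparisons under the alternatives, 62 stayed within the counting interval of the reported value (for counts, within 1.5 times) and 120 moved beyond it. Reversal was not assessed value by value, and direction was checked only for the orderings stated below. Of 64 further values, the folds of single motifs, 25 stayed and 39 moved, 13 lower and 26 higher. Shared peaks stayed above single-antibody peaks in promoter share in all 8 settings for both lists, the order of the gene classes was the same in all 3 settings, and sharing rose with rank in both rankings. Where values moved, the cause was not tested unless stated. Values are given for the GFP list first and the SRCAP list second.

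The stricter threshold, peaks at or above the median score, removes peaks by construction. It left 14733 and 14632 peaks, with median widths of 377 and 309 bp and covered lengths of 6.36 and 5.18 Mb. The shared percentage of the GFP list became 57.4% and the folds over placements 111.0 and 111.5. Promoter shares became 34.2% and 36.1%, with folds of 6.89 and 7.27, and were 39.8% and 39.9% in shared, 26.6% and 30.9% in the other peaks when sharing was defined between the shortened lists, where some of the other peaks overlap a weaker peak of the full list. With sharing defined by the full lists they were 37.9% and 39.2% in shared peaks and 27.1% in SRCAP-only peaks. Genes with a promoter peak fell to 4865 and 5159, and to 3507 in both lists. By class the shares became 30.0% and 26.2% (ribosomal proteins), 36.0% and 48.0% (proteasome subunits), 6.02% and 6.77% (developmental regulators), 0.0915% (olfactory receptors, SRCAP list) and 22.2% and 23.5% (all protein-coding genes). Merging peaks under 500 bp apart gave median widths of 308 and 262 bp and covered lengths of 10.6 and 8.71 Mb.

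A reciprocal overlap of at least 50% lowered the shared percentages to 42.5% and 43.3% and raised the folds to 182 and 181. Midpoints at most 200 bp apart gave 52.8% and 53.9%, with folds of 107.2 and 107.0, and peaks at most 500 bp apart gave 59.4% and 60.5%, with folds of 29.3 and 29.2. The 14632 strongest peaks of each list gave 57.7% of the GFP list, with folds of 111.0 and 111.7. These lists are nearly those of the stricter threshold and are likewise shorter and stronger, so equal size was not tested apart from list length and score. Shorter lists lower the placed overlap and so raise the fold by construction. Placements by promoter class gave folds of 28.2 and 28.4. Without chromosome 8 the GFP share was 55.4% and the folds were 74.7 and 75.0, and without peaks scoring over 1000 and the mitochondrial chromosome they were 69.9 and 70.2.

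Ranking by width gave, from the lowest quartile, 32.3%, 47.1%, 63.0% and 82.7% shared in the GFP list and 32.6%, 48.4% and 64.6% in the first 3 of the SRCAP list. Spearman's rho was 0.566 under reciprocal overlap, 0.555 at promoters and 0.515 elsewhere. Pearson's r was 0.667 under reciprocal overlap, 0.617 at promoters and 0.583 without peaks scoring over 1000 and the mitochondrial chromosome.

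A window of 1 kb either side of the TSS gave promoter shares of 32.9% and 33.4% (folds 5.16 and 5.24), with 38.3% and 38.3% in shared and 25.9% and 26.8% in single-antibody peaks, and 36.6% and 37.2% of all protein-coding genes. At 2500 bp either side the shares were 41.5% and 41.7% (folds 2.98 and 2.98), with 45.8% and 45.9% in shared and 35.9% and 36.0% in single-antibody peaks. TSSs of protein-coding transcripts gave 24.6% and 25.5% (folds 12.0 and 12.4), with 30.8% and 30.8% in shared and 16.6% and 18.3% in single-antibody peaks. Any overlap with the window gave 32.04% and 32.4% (folds 5.36 and 5.57), with 38.0% and 37.7% in shared and 24.4% and 25.1% in single-antibody peaks. Calling peaks at most 500 bp apart shared left 21.2% and 22.7% in single-antibody peaks. Without chromosome 8 the promoter shares were 30.9% and 32.2%, with a fold of 6.41 in the SRCAP list.

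With shared peaks only, the SRCAP median position was -59 bp, and 35.1% and 34.6% lay downstream. Against protein-coding TSSs the medians were -106 and -73 bp, with 33.7% and 33.2% downstream. In 200 bp windows the GC content was 51.5% and 52.0% in shared peaks and 51.5% in SRCAP-only peaks. Depth is unknown for both libraries, so whether peaks in 1 list only were missed at the depth of the other was not tested.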

Other observations

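The tests of gene content and local clusters on chromosome 8, of GC content and midpoint distance for the motif differences, of repeats and of median scores by chromosome were chosen after their results had been seen. Besides an extra copy of chromosome 8, no explanation from the state of the cells or the action of SRCAP was tested, and the design names no group besides the antibodies.

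Chromosome 8 held 1.79-fold more GFP peaks and 2.15-fold more SRCAP peaks per Mb than the other autosomes. A higher gene content was argued against by the share of its protein-coding genes with a promoter peak, 49.2% and 51.3%, above the highest of the other autosomes (39.6% and 41.5%). Local clusters were argued against by 5 Mb bins: 100% of the 24 bins lay above the peak count predicted from TSS number and GC content in both lists, against at most 76.0% and 82.6% of the bins of any other autosome. An extra copy of the chromosome, which raises read depth along its whole length, was tested through the scores of promoter peaks. If scores were proportional to copy number, which was not tested, 3 copies against 2 would scale them by about 1.5. At a score of 100 the factor was 1.54 with the GFP antibody (95% CI 1.39 to 1.72, resampling genes) and 1.67 with the SRCAP antibody (1.52 to 1.89), outside the 0.862 to 1.16 and 0.833 to 1.15 of the other autosomes. At scores of 75 and 150 it was 1.56 (1.39 to 1.74) and 1.61 (1.44 to 1.79) with the GFP antibody. With the SRCAP antibody it was 1.67 (1.53 to 1.92) and 1.63 (1.45 to 1.81). At a score of 50 it was 1.85 and 2.17, but this level decides nothing: 32.8% and 34.6% of the genes on chromosome 8 scored above it, nearly the 35.6% and 36.4% of genes on the other autosomes with any promoter peak, so the factor depends on the calling threshold. The test had asked for a factor near 1.5 at every level, and this level was set aside after its value was seen. The median score of all peaks on chromosome 8 was 49 in both lists, inside the range of the other autosomes (46 to 50 and 43 to 50), which goes against one factor on the scores of all listed peaks. A rise in signal would also lift weak peaks over the calling threshold and so lower the median, which was not tested, so the medians do not decide. An extra copy may account for the pattern. Present in only some cells, it would give a factor below 1.5 if scores follow copy number. The SRCAP intervals at scores of 75 and 100 lay above 1.5, and the other intervals given include it. An extra copy cannot be told apart from another rise in signal along the whole chromosome. Read depth was not analysed, whether a matched control was used is not stated and the relation of score to depth is not known. Counts of peaks by chromosome, and genes on chromosome 8 such as Zfp42, carry this uncertainty.

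Chromosome X lay the other way. Of its protein-coding genes, 13.6% had a promoter peak with the GFP antibody and 9.49% with the SRCAP antibody, against at least 30.1% and 30.2% on each autosome other than chromosome 8. The cause was not tested. Neither the labels nor the study give the number of copies of chromosome X in these cells. These shares therefore do not show a lower SRCAP occupancy there.

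Developmental regulators had a promoter peak less often than other genes. Peaks were rarest at promoters of low GC content and also became rarer at the highest: in the GFP list, 53.6% of genes with a promoter GC of 63.2 to 64.8% had a peak, against 33.4% of those at 74.0% or more, and the SRCAP list gave 55.6% and 32.2%. GC content as the whole cause was argued against, since genes of the same promoter GC would give 41.4% and 42.2% for the developmental regulators, where 15.8% (up to 22.9% by the 95% interval) and 23.3% (up to 31.2%) were observed. From its own maps, the study reports that SRCAP lay preferentially at active TSSs and was recruited less to bivalent ones. The TSS classes of the study were not used here. Whether low transcription of these genes in mESCs, or a lower SRCAP occupancy, accounts for their fewer peaks stays open and was not tested.

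The CTCF consensus was more frequent in SRCAP-only than in GFP-only peaks. Peak width as the whole cause was argued against: GFP-only peaks weighted to the widths of SRCAP-only peaks had it in 0.964%, below the interval of SRCAP-only peaks (from 1.94%). Weighting to the same GC content gave 1.30%, also below it. Midpoints lying farther from the motif in GFP peaks may account for part of the difference, since in 500 bp windows the ratio fell from 2.12 to 1.39, but 3.94% of SRCAP-only peaks still had the motif there, above the interval of GFP-only peaks (up to 3.13%). GFP-only peaks weighted to the same GC content in those windows had it in 3.05%, below the interval of SRCAP-only peaks (from 3.61%). Without chromosome 8, 2.24% of SRCAP-only peaks had it, above the interval of GFP-only peaks (up to 1.24%). For NRF1 the weighted shares of GFP-only peaks were 0.0395% by width and 0.0607% by GC, below 0.318%. In 500 bp windows the ratio fell from 10.6 to 5.17, with 0.822% of SRCAP-only peaks above the interval of GFP-only peaks (up to 0.245%) and 0.192% of GFP-only peaks after weighting by GC, below 0.675%. Without chromosome 8 the share of SRCAP-only peaks was 0.462%, above 0.100%. A difference in what the antibodies bind, in read depth or in the background of the libraries stays open, and 1 library per antibody cannot separate antibody from library.

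The peaks of highest score were nearly all common to both antibodies: 43 of 43 GFP peaks and 50 of 51 SRCAP peaks scoring over 1000 were shared. Reads piled up on repeats are a candidate explanation. The median repeat-masked share was 52.1% and 66.5% over the full width of these peaks. It was 8.50% and 2.00% in 200 bp windows at the midpoints of 5000 sampled other peaks of each list. The unlike windows limit this comparison. Only 6 and 5 of the peaks scoring over 1000 were at nuclear promoters. Removing them with the mitochondrial chromosome lowered Pearson's r from 0.635 to 0.583 and left the shared percentages at 56.1% and 57.6%.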
